A study of Mus musculus with 2 samples.

How the data were processed

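The deposited matrix held single-cell RNA sequencing of colonies grown from mouse aorta. Per the labels' protocols, cells were freed by enzyme digestion from the aortas of 2 male C57BL/6J mice aged 12 weeks and grown for 14 days in methylcellulose, a semi-solid medium in which single progenitors form colonies. Macrophage colonies (colony-forming unit macrophage, CFU-M) were then dispersed, and viable cells were sorted by exclusion of the dye DAPI. The labels also describe MULTI-seq, in which a lipid-anchored DNA oligonucleotide tags all cells of a suspension so that several suspensions can share 1 droplet run. Libraries were made with the 10x Chromium 3′ v3.1 kit and sequenced on 2 instruments, per the labels' protocols. The labels list 2 samples, the gene expression library and a library of MULTI-seq tags. The separate tag library was not analysed here.

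The authors deposited raw counts of unique molecular identifiers (UMIs) per gene and cell barcode, made with Cell Ranger 7.0.0 per the file headers, with no normalization. A UMI marks 1 captured RNA molecule, so PCR copies are counted once. The genome build, the annotation, the counting of intronic reads, the use of strand and any removal of barcodes by the authors beyond Cell Ranger are not stated. The matrix had 32285 genes and 34813 barcodes. It also had 3 features of another type, named after tags, which hold 21.9% of all UMIs. These were kept out of every gene total. The design was written for 1 pooled library, before the tags were known to be in the matrix. The description by tag was therefore chosen after seeing the data, as were the rule that calls the tags and the share of mast cell-like clusters as a result of its own.

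Barcodes were kept with at least 500 genes, at least 1000 UMIs and at most 10% of UMIs from mitochondrial genes. Under 500 genes lay 280 barcodes, under 1000 UMIs lay 293 and above 10% mitochondrial UMIs lay 729, with overlap between these sets, and 33964 passed. Doublets were called with Scrublet in scanpy 1.11.5 at an expected rate of 0.8% per 1000 barcodes, or 27.9% here. Its automatic threshold of 0.526 called 4833 barcodes (13.9%), and 45.8% of the simulated doublets lay above it. The 4786 called barcodes that had passed the filters were removed, which left 29178 cells, and doublets below the threshold remain among them.

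Cells were clustered on log counts per 10000 with 2000 variable genes, 30 principal components, 15 neighbours and the Leiden algorithm (leidenalg 0.10.2, igraph 0.11.9) at resolution 0.5. The 225 listed genes, mitochondrial genes and ribosomal protein genes were left out of the clustering, so listed genes could be compared between clusters. No file gave the authors' cell annotation, and clusters were rebuilt here. A difference from the study may come from these rebuilt names. Names were drawn from 16 marker lists fixed in the design. A marker passed in a cluster at 50 CPM (UMIs per 1000000 gene UMIs) or more and at 4 times or more its lowest CPM over clusters of at least 100 cells. A cluster was called X-like for the list with the highest share of passing markers, given at least 3 markers and more than 50% of the list. It stayed unnamed where another list had more genes among its 10 leading genes by ratio of CPM, or where 3 times its median UMI count was under that of the library and no marker of the name was among those genes. The thresholds of this rule were set after seeing the data, while the marker lists were not.

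To compare detection between cells of different depth, each cell was thinned to 5500 UMIs, the 10th percentile of UMIs per cell rounded down to a multiple of 500. This left out 2336 shallower cells and kept 26842. The cells left out were 1372 of the mast cell-like, 530 of the macrophage-like and 189 of the fibroblast-like cells. They also included 220 cells of unnamed clusters and 25 of the 50 T cell-like cells. Cell cycle phase came from scanpy's scores of 42 S phase and 52 G2/M phase genes on thinned cells, and a cell was placed in S or G2/M where its larger score was above 0. Co-detection of a pair of genes was the number of thinned cells with UMIs of both over the product of both shares times the number of cells. Cells with and without a Kit UMI were compared by the ratio of CPM of summed thinned counts.

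A tag was called on a cell at 2 times or more its background, except the Cafum tag, whose background was higher and which was called at 1.4 times. The background of the Matrigel tag (545 UMIs) and of the Macrophages tag (491 UMIs) was their median over the kept cells. That of the Cafum tag (1451.5 UMIs) was its median over cells with 4 times or more the median of another tag. Cells were called for 1 tag, for more than 1 tag or for none.

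The comparison is of cells within 1 library. Cells are not replicates, so no p-value, standard error or number of changed genes was computed. Shares carry exact Clopper-Pearson 95% intervals and CPM of summed counts carry exact Poisson 95% intervals, and both cover counting error only. Intervals of co-detection ratios are those of the observed count alone, with the expected count held fixed. Where a count was 0, the limit given is 3 counts of the total. Genes named in the text are those of the listed panels that the text needs. Between cells with and without a Kit UMI they are the 5 genes with the highest and the 5 with the lowest CPM ratio among genes with at least 50 CPM in both sets, Kit left out. Up to 5 leading genes are given to say what defines a cluster. The choice of the tests, markers, lists and alternatives was made before the data were examined, except where stated otherwise.

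Alternatives tried were all deposited barcodes with doublets removed, at most 5% mitochondrial UMIs, at least 1000 genes and 2000 UMIs, and doublets kept. For clusters they were resolutions of 0.25 and 1, the listed genes kept in the clustering, 15 principal components and names by markers alone. Detection was recomputed at 8000 UMIs (the 25th percentile), without thinning, with another random seed and with at least 2 UMIs in place of 1. Phase was also called by 3 or more of 6 proliferation genes, and tags at 3 times background (1.6 times for Cafum). Names by markers alone, the stricter tags and the fibroblast-like class without cluster 9 were added after seeing the data.

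Gene positions are from GENCODE M21 on GRCm38, which may differ from the build used for the counts, and 32235 of the 32285 gene identifiers were found in it. The procedures were tested on simulated data. With 200 genes changed by a known factor of 4, up or down, between cells with and without a Kit UMI among 32285 genes, 100% of the changed genes that reached the CPM minimum had a ratio within 1.25-fold of the simulated one. All 6 simulated clusters were given the right name, counting those without raised markers, which were to stay unnamed. Of the simulated cells called for 1 tag, 99.99% carried it. These settings were simpler than the data. The Kit comparison was drawn as summed counts rather than cells, and the simulated tags had no doublets and no untagged cells. Analyses used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, anndata 0.12.19 and matplotlib 3.10.9.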

Results

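The study asked whether the postnatal mouse aorta holds progenitors with macrophage and endothelial potential, and its labels describe single-cell RNA sequencing of the macrophage colonies that aortic cells form in semi-solid culture. The data analysed here are 1 droplet library, which per the labels holds cells from 2 male mice aged 12 weeks, grown for 14 days. Tags of 3 suspensions and Xist transcripts in the matrix, described below, leave the origin of its cells uncertain. No replicate library of these cells was analysed, so differences between cells below have no replicate check, and their intervals cover counting error only. The matrix held 593248944 gene UMIs in 34813 barcodes, with a median of 13116 UMIs per barcode and a range from 501 to 243243. After removal of low-quality barcodes and called doublets, 29178 cells remained. They had a median of 12457 UMIs, 3419 detected genes and 1.92% mitochondrial UMIs. Keeping all deposited barcodes gave 29980 cells, and keeping called doublets gave 33964.

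The first question was which cell types the colonies held. Clustering without the listed genes gave 16 clusters, and 10 of them could be named from markers fixed in advance. Mast cell-like clusters, whose 7 markers are proteases, IgE receptor chains and histidine decarboxylase, held 14943 cells. This was 51.2% of the library (95% interval 50.6–51.8). Fibroblast-like clusters held 5153 cells (17.7%, 17.2–18.1). These include cluster 9 with 608 cells, in which 6 of 6 fibroblast markers passed but which was led by Cfd, Adipoq, Hp, Apoc1 and Cxcl13, so the class is not known to be 1 cell type. Without cluster 9 the share was 15.6%, a setting chosen after its leading genes were seen. The single macrophage-like cluster held 2428 cells (8.32%, 8.01–8.64), and a T cell-like cluster held 50 cells (0.171%, 0.127–0.226). The last was led by Gzma, Dapl1, Igkc, Iglc2 and Trbc1. It had B cell genes (Cd79a 125 CPM, Cd79b 80.2 CPM, Ms4a1 69.1 CPM) beside T cell genes (Cd3d 187 CPM, Trac 75.8 CPM, Lck 69.1 CPM), so its name does not stand for T cells alone. No cluster met the naming rule for the endothelial list or for any other list. The remaining 6604 cells (22.6%) were in unnamed clusters. Of these, 6240 (21.4%) formed cluster 2, in which 7 of 7 mast cell markers passed but which stayed unnamed because Ctsg, a gene of the myeloid progenitor list, was among its leading genes, with Ccnb2, Cenpa, Ddx39 and Spns1. Named by markers alone, mast cell-like clusters held 73.4% of cells, and from 72.5% to 75.6% in every clustering tried. By the full naming rule their share lay below 50% in 5 other settings, down to 46.9%. Among the settings tried, the macrophage-like share moved most with at most 5% mitochondrial UMIs and at resolution 0.25, where it was 0 because no cluster met the rule for that name. The cluster with the most macrophage markers then held 5.51% and 8.47% of cells, respectively. With called doublets kept the macrophage-like share was 5.28%.

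Mast cell genes had the highest expression of the listed genes. Cma1, which encodes chymase (chromosome 14, 55941451–55944675, minus strand, GRCm38), had 23123 CPM (23100.4–23144.5) in mast cell-like cells and 18142 CPM in cluster 2. Cpa3 (chromosome 3, 20215620–20242181, minus strand) had 18757 CPM in mast cell-like cells, and Fcer1a had 3900.2 CPM. The same transcripts were found at lower levels in the other classes. Cma1 had 6208 CPM in macrophage-like and 2984 CPM in fibroblast-like cells, and at 5500 UMIs per cell it was detected in 99.3% and 96.4% of these cells. RNA of mast cell genes was therefore present in nearly all droplets of both classes, and shares of cells with a UMI are read against that background below. Macrophage genes were found in fewer cells. Csf1r, the receptor of macrophage colony-stimulating factor (chromosome 18, 61100598–61132149, plus strand, overlapping Hmgxb3 on the other strand), had 544 CPM (535–554) in macrophage-like, 8.74 CPM in fibroblast-like and 2.42 CPM in mast cell-like cells. Adgre1 (chromosome 17, 57358691–57483527, plus strand), which encodes F4/80, had 319 CPM in macrophage-like and 2.03 CPM in mast cell-like cells. C1qa had 2439 CPM and 12.9 CPM in the same classes. Within the macrophage-like cluster, Mrc1 had 3147 CPM, Folr2 534 CPM, Lyve1 469 CPM, Ccr2 127 CPM, Timd4 124 CPM and Ly6c2 2.53 CPM (1.94–3.25). Col1a1 (chromosome 11, 94936224–94953042, plus strand) had 2828 CPM in fibroblast-like and 47.4 CPM in mast cell-like cells.

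**Figure D1:**
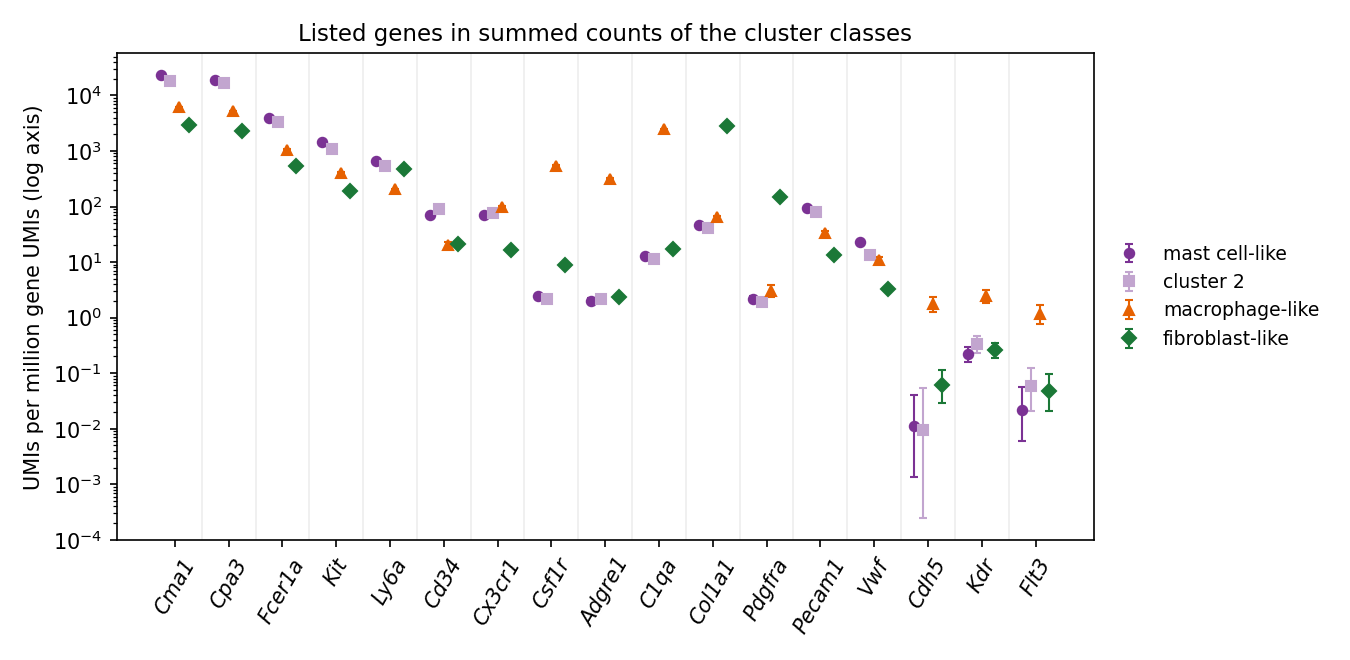
UMIs per 1000000 gene UMIs (CPM, log axis) of listed genes in the summed counts of mast cell-like cells, cluster 2, macrophage-like and fibroblast-like cells, with exact Poisson 95% intervals as bars. Cma1 lies at 23123 CPM in mast cell-like cells and 6208 CPM in macrophage-like cells, whereas Cdh5 and Flt3 lie under 3 CPM in each of these classes.

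The matrix also counted 3 MULTI-seq tags, which the deposited feature list names Cafum, Matrigel and Macrophages. The labels do not say which cells each tag marked, so the tags were used only to describe the library, with calls chosen after seeing the data. The Cafum tag alone was called on 16282 cells (55.8%, 55.2–56.4), the Matrigel tag on 2704 (9.27%, 8.94–9.61) and the Macrophages tag on 1986 (6.81%, 6.52–7.10). More than 1 tag was called on 2558 cells (8.77%) and none on 5648 (19.4%). Cells with more than 1 tag may be doublets that were not called, and they were kept in the clusters and classes. Each tag went with different clusters. Of the cells with the Cafum tag, 66.7% (66.0–67.4) were mast cell-like and 30.9% (30.2–31.6) were in cluster 2, whereas 2.00% were fibroblast-like and 11 cells, 0.0676% (0.0337–0.121), were macrophage-like. Of the cells with the Macrophages tag, 92.0% (90.7–93.2) were macrophage-like, and of those with the Matrigel tag, 92.8% (91.7–93.7) were fibroblast-like. Stricter calls of the tags raised the macrophage-like share of Cafum cells to 0.333%. They lowered the share of cells with the Cafum tag alone to 45.3% and with more than 1 tag to 5.01%, and left 36.1% with none. The Cafum cells were then 65.3% mast cell-like, the Macrophages cells 89.7% macrophage-like and the Matrigel cells 92.9% fibroblast-like. The median count of the Cafum tag was 2493 on mast cell-like cells, against 1368 on fibroblast-like and 1349 on macrophage-like cells. Of the fibroblast-like cells, 48.7% had the Matrigel tag alone, 23.3% more than 1 tag and 20.8% none. Of the macrophage-like cells, 75.2% had the Macrophages tag alone, 22.8% more than 1 tag and 1.44% none. Values of both classes may thus include doublets. Since the tags went with different classes, differences between classes and between the tagged suspensions overlap.

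**Figure D2:**
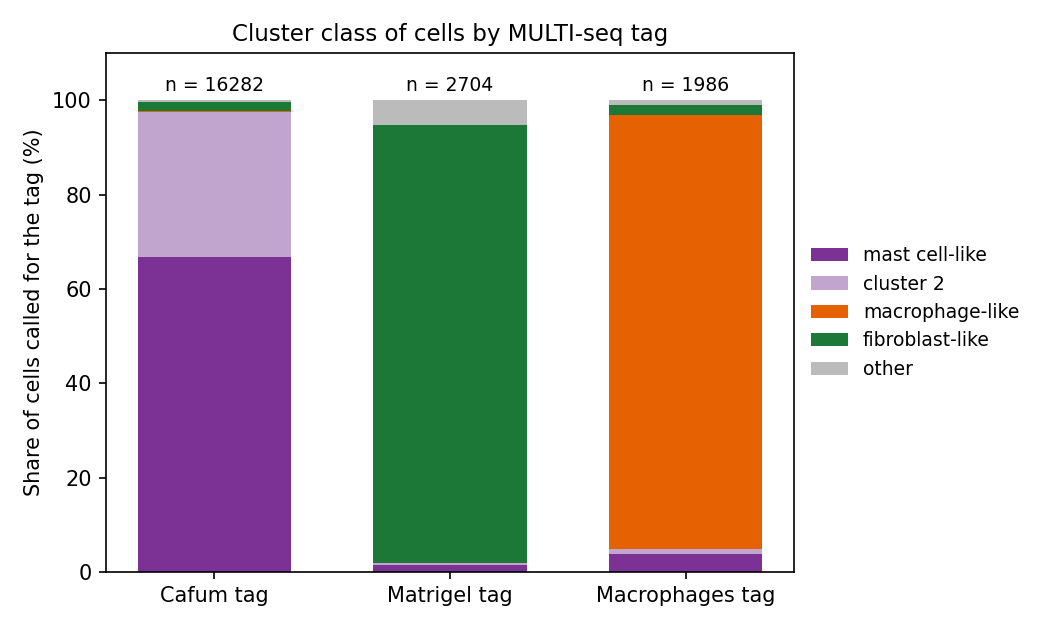
Share of cells (%, y axis) in each cluster class among cells called for 1 of the 3 tags (x axis), as stacked bars with the number of cells above each. Mast cell-like cells and cluster 2 make up 66.7% and 30.9% of Cafum cells, macrophage-like cells 92.0% of Macrophages cells and fibroblast-like cells 92.8% of Matrigel cells.

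The study is known to define its progenitors by surface markers that include the receptor Kit and Sca-1, the product of Ly6a. Kit (chromosome 5, 75574916–75656722, plus strand) was detected in 84.8% (84.4–85.3) of the 26842 cells thinned to 5500 UMIs and in 91.1% of cells before thinning. The share was 99.4% (99.2–99.5) in mast cell-like cells (median depth 10041 UMIs before thinning), 98.3% (97.9–98.6) in cluster 2, 48.6% (46.4–50.9) in macrophage-like cells (median 8321 UMIs) and 42.7% (41.3–44.1) in fibroblast-like cells (median 30842 UMIs), or 42.1% (40.7–43.6) of the latter without cluster 9. Unthinned shares were 99.9%, 52.6% and 74.2% in the mast cell-like, macrophage-like and fibroblast-like cells. In summed counts Kit had 1461 CPM (1455–1466) in mast cell-like cells, 406 CPM (398–414) in macrophage-like cells and 187 CPM (185–189) in fibroblast-like cells. The level in macrophage-like cells was 0.278 times that in mast cell-like cells, within the range from 0.2499 to 0.282 that 7 mast cell markers gave. It also lay within their range with doublets kept and at resolution 1. In fibroblast-like cells Kit stood at 0.128 times its level in mast cell-like cells, again within the range of the 7 markers, from 0.114 to 0.135. Kit detection in both classes was thus not separable from the background of mast cell RNA. By tag, 98.6% of thinned cells with the Cafum tag, 36.9% with the Macrophages tag and 28.9% with the Matrigel tag had a Kit UMI. Requiring 2 UMIs moved the Kit share over all cells most, to 78.0%.

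Ly6a (chromosome 15, 74994877–74998031, minus strand) was detected in 65.0% (64.4–65.6) of thinned cells and in 78.7% before thinning. Mast cell-like cells and fibroblast-like cells both gave a share of 68.5%, with intervals of 67.7–69.3 and 67.2–69.8. Without cluster 9 the fibroblast-like share was 67.1% (65.7–68.5). The share in macrophage-like cells was 34.3% (32.2–36.5). Unthinned, these shares were 79.6%, 91.1% and 42.3%. Ly6a had 670.1 CPM in mast cell-like, 468 CPM in fibroblast-like and 202 CPM in macrophage-like cells, so the equal thinned shares of the first pair hid a difference in level. No class was taken to lack Ly6a, and the lowest share, in macrophage-like cells, is given in its place. Ly6a belongs to a family of similar genes whose reads may be split or shared by the counting, which leaves its level uncertain. Cd34 had 69.0 CPM (67.8–70.2) in mast cell-like cells, 91.3 CPM (89.4–93.1) in cluster 2 and 20.6 CPM (18.9–22.5) in macrophage-like cells. In macrophage-like cells Ly6a stood at 0.302 times and Cd34 at 0.299 times their levels in mast cell-like cells, slightly above the 0.2499 to 0.282 of the 7 mast cell markers. Most of the Ly6a and Cd34 counts in this class are therefore of the size that the background of mast cell RNA would bring, and these shares and levels are not evidence of expression by macrophage-like cells.

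Csf1r and Cx3cr1, which the study is known to use to trace its cells to embryonic sources, were detected together in 577 thinned cells (2.15%, 1.98–2.33), and in 4.99% of cells without thinning. The share was 24.4% (22.5–26.4) in macrophage-like cells, 0.449% (0.344–0.577) in mast cell-like cells and 0.363% (0.215–0.572) in fibroblast-like cells, the class taken to lack both genes. That class is not a full background for macrophage-like cells, whose droplets held more mast cell RNA (Cma1 6208 CPM against 2984 CPM). Csf1r alone was detected in 89.1% (87.6–90.5) of macrophage-like, 1.44% of mast cell-like and 4.43% of fibroblast-like cells. Cx3cr1 (chromosome 9, 119901616–120069879, minus strand) was detected in 27.6% (25.6–29.6) of macrophage-like and 28.7% (27.9–29.4) of mast cell-like cells, against 7.13% (6.43–7.88) of fibroblast-like cells. Its unthinned shares were 36.0%, 44.6% and 27.9%. It had 96.1 CPM (92.2–100.1) in macrophage-like, 70.8 CPM (69.5–72.0) in mast cell-like and 16.2 CPM (15.6–16.8) in fibroblast-like cells. The annotated span of Cx3cr1 overlaps 9 genes of the matrix, with Gorasp1, Csrnp1 and Xirp1 on the same strand, so its counts are uncertain. UMIs of Kit, Csf1r and Cx3cr1 were found together in 321 thinned cells (1.20%, 1.07–1.33), of which 219 were macrophage-like.

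Co-detection asked whether Kit and Csf1r, a progenitor and a macrophage marker, met in the same cells. Over all thinned cells, 1143 had UMIs of both against 1872 expected from their shares, a ratio of 0.611 (0.576–0.646). Within macrophage-like cells the ratio was 0.938 (0.886–0.989), and within mast cell-like cells it was 1.00 (0.867–1.15). The intervals hold the expected count fixed, so an upper limit can lie above the highest ratio that is possible. With Kit in 99.4% of mast cell-like and Csf1r in 89.1% of macrophage-like cells, these ratios had little room to leave 1 and could not exceed 1.01 and 1.12, respectively. Csf1r was therefore also compared by Kit within macrophage-like cells, a comparison chosen after the ratios were seen. It was found in 771 of 923 cells with Kit (83.5%, 81.0–85.9) and in 920 of 975 without (94.4%, 92.7–95.7), an odds ratio of 0.303. Splits of the same cells by a UMI of Tpsb2, Ms4a2, Fcer1a or Hdc gave odds ratios from 0.279 to 0.387, so the lower share is not particular to Kit and says nothing about Kit with Csf1r. In fibroblast-like cells the shares were 4.25% (3.43–5.20) and 4.57% (3.83–5.40). The ratio over all cells was deepest with at least 2 UMIs of each gene, at 0.298, and stayed under 1 in each setting tried.

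The series title names endothelial-macrophage progenitors, and 9 endothelial genes were examined. UMIs of 2 or more of them were found in 3.51% (3.29–3.73) of thinned cells and 13.8% without thinning. The thinned share was 5.19% (4.82–5.57) in mast cell-like, 1.53% (1.03–2.19) in macrophage-like and 0.846% (0.610–1.14) in fibroblast-like cells. These UMIs came mostly from Pecam1 and Vwf. Pecam1 (chromosome 11, 106654217–106750628, minus strand) had 93.1 CPM (91.7–94.5) in mast cell-like cells, 33.4 CPM in macrophage-like cells and 13.6 CPM in fibroblast-like cells, and Vwf had 23.1 CPM in mast cell-like cells. UMIs of 2 or more of the other endothelial genes were found in 15 of 26842 cells (0.0559%, 0.0313–0.0922). In mast cell-like cells they were found in 0 of 13571, which allows a share of up to 0.0221%. In macrophage-like cells they were found in 5 of 1898 (0.263%, 0.0856–0.614), in fibroblast-like cells in 5 of 4964 (0.101%, 0.0327–0.235) and in cluster 14, an unnamed group of 43 cells, in 4 of the 42 thinned (9.52%, 2.66–22.6). Cdh5 (chromosome 8, 104101625–104144511, plus strand), which encodes VE-cadherin and overlaps Gm29682 on the other strand, had 152 UMIs in the library, or 0.317 CPM (0.269–0.372). Of these, 42 were in macrophage-like cells (1.74 CPM, 1.26–2.36) and 96 in cluster 14, where Cdh5 reached 70.5 CPM (57.1–86.0). Cluster 14 passed 6 of 6 fibroblast markers and stayed unnamed for its leading genes, which were Gm35533, Lrrn4, Gm14226, Cdh5 and Sez6l. Emcn had 78.5 CPM and Kdr 47.7 CPM there. Before thinning, 5 of its cells had a Cdh5 UMI, and 4 of its cells with 5 or more of the 9 endothelial genes held 92 of the 96 Cdh5 UMIs. That cluster was singled out after its values were seen. Kdr had 0.220 CPM in mast cell-like and 2.45 CPM in macrophage-like cells. No cluster met the rule for an endothelial name, and these 4 cells were too few to be compared as a class.

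Flt3, Ly6c2 and the angiotensin receptors were listed because the study is known to address them. Flt3 had 48 UMIs in the library (0.1002 CPM, 0.0738–0.133), with 1.16 CPM (0.773–1.68) in macrophage-like cells. The angiotensin receptor genes were found mainly in fibroblast-like cells, where Agtr2 had 8.37 CPM, Agtr1b 6.23 CPM and Agtr1a 2.19 CPM. In macrophage-like cells Agtr1a had 1 UMI, or 0.0415 CPM (0.00105–0.231), and Agtr2 had 0.249 CPM (0.0914–0.542). In mast cell-like cells Agtr1b had 1.34 CPM (1.18–1.52) and Agtr1a 0.0439 CPM (0.0190–0.0866).

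Proliferation was compared between cells with and without Kit, since progenitors in colony culture divide. By cell cycle scores, 18.4% (17.9–18.8) of thinned cells were in S or G2/M phase, and 17.7% without thinning. The share was 41.6% (40.4–42.9) in cluster 2, 12.7% (12.2–13.3) in mast cell-like, 10.3% (9.50–11.2) in fibroblast-like and 4.69% (3.78–5.74) in macrophage-like cells. Cluster 2 passed 7 of 7 mast cell markers and was left out of the mast cell-like class by the naming rule alone. With cluster 2 counted in, the mast cell-like share would be higher. All 1400 thinned cells of cluster 7, a mast cell-like cluster led by histone genes, were in S or G2/M. Genes that follow the cell cycle but were not listed stayed in the clustering. The share in this cluster may therefore follow from how it was formed. With 3 or more of 6 proliferation genes in place of scores, the share over all cells was 10.7%. Of cells with a Kit UMI, 19.7% (19.2–20.2) were in S or G2/M, against 10.8% (9.83–11.8) of cells without, a difference of 8.95 percentage points. The difference was smaller within 2 classes. It was 1.21 points within macrophage-like and 1.08 points within fibroblast-like cells, where the intervals of both shares overlapped. Within cluster 2 it had the other sign, at -5.14 points. There 41.5% (40.3–42.8) of 6068 cells with Kit and 46.7% (36.9–56.7) of 105 cells without were in S or G2/M, and these intervals overlapped as well. Within mast cell-like cells it was -60.4 points, from 12.3% (11.8–12.9) of 13483 cells with Kit and 72.7% (62.2–81.7) of 88 cells without. Of those 88 cells, 63 belonged to cluster 7.

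Cells with and without a Kit UMI differed in class. Mast cell-like cells made up 59.2% (58.6–59.8) of the 22774 thinned cells with Kit and 2.16% (1.74–2.66) of the 4068 without. Fibroblast-like cells made up 9.30% and 70.0%, and macrophage-like cells 4.05% and 24.0%. In summed thinned counts, the genes with the highest ratio of cells with Kit over cells without were Hdc (15.5), Il1rl1 (13.7), Inpp4b (13.4), Cd55 (11.7) and Tpsb2 (11.7). Hdc had 890 CPM (885–895) with Kit and 57.4 CPM (54.3–60.7) without. The lowest ratios were those of Cd74 (0.105), Ndufa4l2 (0.111), Lrp1 (0.113), F13a1 (0.113) and Dab2 (0.115). Cd74 had 210 CPM (207–213) with Kit and 2007 CPM (1989–2026) without. Within mast cell-like cells, the genes at the ends were others: Zbtb20 (4.07), St6galnac3 (4.06), Mrgprb1 (3.85), Olfr1033 (3.85) and Specc1 (3.51) were highest, and Pclaf (0.128), Hist1h1b (0.145), Hist1h2ap (0.149), Hist1h2ae (0.159) and Dut (0.176) were lowest. The cells without Kit in this comparison numbered 88, and Zbtb20 rested on 25 UMIs there. The histone genes belong to a family of near-identical copies, so their counts are uncertain. Of the 10 genes named over all cells, 3 were named again with at least 2 Kit UMIs.

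Sex-linked transcripts were examined as a check of the labels, which give male mice. Xist, the RNA of the inactive X chromosome in female cells (chromosome X, 103460366–103483254, minus strand, overlapping Tsix on the other strand), was detected in 59.2% (58.7–59.8) of thinned cells and in 67.5% before thinning. A UMI of at least 1 of 4 Y chromosome genes was found in 18.9% (18.4–19.4) of thinned cells and in 30.2% before thinning. Both kinds of UMI were found in 5.85% (5.57–6.14), Xist without a Y gene in 53.4% (52.8–54.0) and a Y gene without Xist in 13.0% (12.6–13.5). All 3 tags showed both transcripts. Xist was detected in 56.2% of Cafum, 51.3% of Macrophages and 70.3% of Matrigel cells, and a Y gene in 16.0%, 38.5% and 21.3%. Joint detection was lower than the product of both shares, with a ratio of 0.522 (0.498–0.548) over all cells, 0.518 (0.481–0.556) in mast cell-like cells, 0.466 (0.422–0.513) in fibroblast-like cells and 0.536 (0.468–0.610) in macrophage-like cells. The library labelled as male thus held Xist transcripts in many cells of each tag. Requiring 2 UMIs lowered the Xist share most, to 47.0%, so a share above 50% depends on the detection rule.

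Xist also differed between clusters built without the sex-linked genes. Among mast cell-like clusters, Xist was detected in 43.0% of thinned cells of cluster 1 and 41.1% of cluster 7, but in 87.1% of cluster 3 and 94.6% of cluster 5. A Y gene was detected in 23.6% of cluster 1, 14.9% of cluster 7, 7.66% of cluster 3 and 8.34% of cluster 5. In summed counts Xist had 299.9 CPM in cluster 1 and 896 CPM in cluster 5, where the Y genes together had 69.9 CPM and 22.1 CPM. Cluster 1 was led by Ifitm1, Ctse, Atp8a2, Satb1 and Slc6a4, and cluster 5 by Gm4847, Nrgn, Cacnb4, Mrgprb1 and Adamtsl3.

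**Figure D3:**
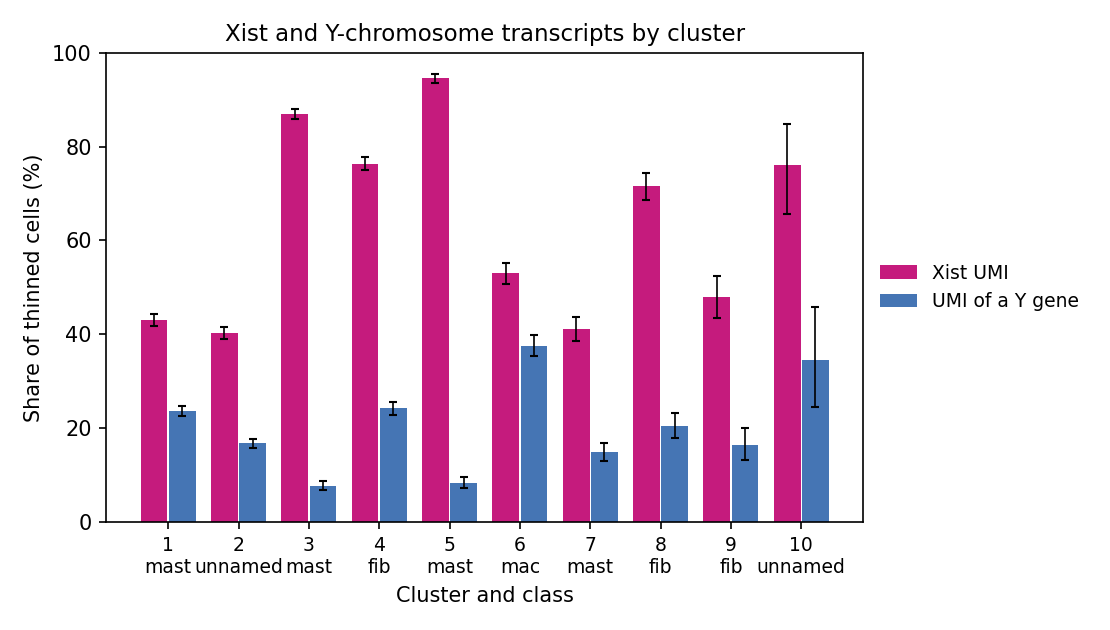
Share of cells thinned to 5500 UMIs (%, y axis) with a UMI of Xist or of a Y chromosome gene in the 10 largest clusters (x axis, with their class), with exact 95% binomial intervals as bars. Among mast cell-like clusters, Xist is found in 43.0% of cluster 1 and 94.6% of cluster 5.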

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

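The alternatives for the mast cell-like share, names by markers alone, the stricter tag calls, the tag share with doublets kept, the fibroblast-like share without cluster 9 and the marker ratios beside that of Kit were chosen only after the results were seen. No Kit and Csf1r ratio or phase difference changed side. The Xist share, the Ly6a share and the mast cell-like share, all above 50% in the report, fell below it in some settings given below. A value counted as moved when it left the 95% counting interval of the value in the report, and this interval is narrow in a library of this size. By that measure 54 comparisons of a result with an alternative moved and 23 did not. Numbers of cells kept and of genes named again have no interval and were judged by a factor of 1.5, by which 2 moved and 5 did not. Where no cause is given below, the cause was not tested.

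Depth and the detection rule had wide effects. For detection shares part of this is by construction, since more UMIs per cell raise detection and a demand for more UMIs lowers it. The S or G2/M share, the Kit and Csf1r ratio and the phase difference are not covered by this. The S or G2/M share did not rise steadily with depth. The setting of 8000 UMIs also left out more shallow cells, so depth was not separated from a change in the cells compared. At 8000 UMIs per cell the shares were 86.2% for Kit, 71.6% for Ly6a, 2.50% for Csf1r with Cx3cr1, 5.97% for 2 or more endothelial genes, 63.4% for Xist and 21.9% for S or G2/M. The Kit and Csf1r ratio was 0.741 and the phase difference by Kit 13.1 points. Without thinning the same results were 91.1%, 78.7%, 4.99%, 13.8%, 67.5% and 17.7%, with a ratio of 0.726 and a difference of 12.8 points. With at least 2 UMIs they were 78.0% for Kit, 0.663% for Csf1r with Cx3cr1 and 0.142% for endothelial genes, with a ratio of 0.298. Ly6a at 47.6% and Xist at 47.0% then lay below 50%. At least 2 Kit UMIs gave a phase difference of 5.51 points. Another random seed moved the S or G2/M share to 18.9%, and 3 or more of 6 proliferation genes gave 10.7%. The other detection results that were redrawn with that seed did not move. The level of each share therefore changed with these settings. The Kit and Csf1r ratio stayed under 1 and the phase difference over all cells stayed positive in them.

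With at most 5% mitochondrial UMIs, Kit was 85.8%, Ly6a 65.7%, Csf1r with Cx3cr1 1.51%, S or G2/M 19.4% and the Kit and Csf1r ratio 0.673. With called doublets kept, these were 86.4%, 66.1%, 2.52%, 19.9% and 0.702, and Xist was 61.2%. The 4 other numbers of cells kept, from 27384 to 33964, lay within 1.5 times the main count.

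Cluster names also depended on the setting. The macrophage-like share was 9.41% with all deposited barcodes, 5.28% with doublets kept, 6.58% at resolution 1, and 0 both with at most 5% mitochondrial UMIs and at resolution 0.25. In the last pair a cluster with macrophage markers was present but had leading genes of another list, so the naming rule gave the 0. With at most 5% mitochondrial UMIs such clusters also held less, 5.51% of cells against 8.48% in the report's setting, and macrophage-like cells had a median of 4.34% mitochondrial UMIs. The mast cell-like share was 47.6% with all barcodes, 49.2% with at most 5% mitochondrial UMIs, 49.0% with doublets kept, 50.5% at resolution 0.25, 54.5% at resolution 1, 46.9% with the listed genes kept in the clustering and 47.2% with 15 principal components. The share thus lay below 50% in 5 settings by the full naming rule, which leaves clusters unnamed for their leading genes. Clusters whose best list was the mast cell list held from 72.5% to 75.6% of cells in each clustering tried. By markers alone the share was 73.4%, which adds cluster 2 and the small clusters 10 and 16. The ratio of Kit CPM in macrophage-like over mast cell-like cells fell from 0.278 to 0.104 with doublets kept and to 0.159 at resolution 1, and it could not be computed at resolution 0.25, where no cluster was macrophage-like. The mast cell markers moved with it, to 0.0865 to 0.106 with doublets kept and 0.155 to 0.167 at resolution 1, so Kit stayed within their range. The fibroblast-like share was 15.6% without cluster 9. The macrophage-like share of Cafum cells was 0.333% with stricter tag calls and 0.0230% with doublets kept. Of the 10 genes named between cells with and without Kit, 7 were named again with doublets kept, 4 at 8000 UMIs and 3 with at least 2 Kit UMIs.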

Other observations

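The tests of Xist with Y genes and of phase by Kit within classes were written before their results were seen. The split of Xist with Y genes by tag was made afterwards. The tests of free RNA, of overlapping genes, of endothelial admixture, of tag uptake, of Xist between clusters, of Csf1r by mast cell markers and of phase by Kit weighted over classes were chosen only after the result was seen. The design gives no groups of samples, so no biological explanation was tested, and each explanation offered here is a hypothesis.

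In a library described as macrophage colonies, mast cell-like clusters held 51.2% of cells, and cells with the Macrophages tag were a minority with 6.81% of the library. A candidate explanation for the larger Cafum tag count on mast cell-like cells is that they take up more of every tag. The median of the Macrophages tag on mast cell-like cells was 0.949 times that on fibroblast-like cells, whereas the Cafum median was 1.82 times. This cannot decide the question. The medians of the Macrophages tag, 468 and 493 UMIs, lay near its background of 491 UMIs. They say little about uptake of a tag that marked the cells. It also remains open that the Cafum tag marked a separate suspension made up mostly of mast cell-like cells. The labels describe no such suspension, and the meaning of the tag names is not known here.

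Kit UMIs in 48.6% of thinned macrophage-like cells may come from RNA of mast cell-like cells in the same droplets. Kit in macrophage-like cells stood at 0.278 times its level in mast cell-like cells, and the 7 mast cell markers stood at 0.2499 to 0.282 times theirs, from Hdc at the lowest to Tpsb2 at the highest. These markers are not known macrophage genes, and the most abundant, Cma1, had 6208 CPM in macrophage-like cells. Ly6a and Gata2 had somewhat higher ratios of 0.302 and 0.312. With doublets kept Kit stood at 0.104 and the markers at 0.0865 to 0.106, and at resolution 1 Kit stood at 0.159 and the markers at 0.155 to 0.167. In fibroblast-like cells Kit stood at 0.128 times and the markers at 0.114 to 0.135 times. The data are consistent with shared RNA as the source of Kit in these cells, whether free in the suspension, taken up, or from doublets that were not called. Expression of Kit by a few cells of either class is not excluded. The same RNA may account for the lower share of Csf1r in macrophage-like cells with a Kit UMI, as it leaves fewer of the 5500 UMIs to the cell itself. The odds ratio was 0.303 for Kit and 0.279 for Ms4a2, 0.370 for Hdc, 0.374 for Fcer1a and 0.387 for Tpsb2.

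Xist in a library labelled as male could reflect cells of female mice mixed with cells of male mice. Xist and Y gene UMIs met in the same mast cell-like cell 0.518 times as often as their shares predict, as a mixture requires, and the ratio was also under 1 in the fibroblast-like and macrophage-like cells. Free RNA of the fibroblast-like cells was argued against as the source in mast cell-like cells. Xist there had 0.670 times its CPM in fibroblast-like cells, while Col1a1, Col1a2, Col3a1 and Dcn had 0.0152 to 0.0220 times. Xist and Y genes were found with all 3 tags. Both kinds of UMI met in 5.26% of Cafum, 9.42% of Macrophages and 5.76% of Matrigel thinned cells. Each share lay below the product of the Xist and Y gene shares of that tag. Independent stray RNA in cells of 1 sex would bring a share near that product, but stray RNA need not be independent. In macrophage-like cells, UMIs of mast cell markers went with less Csf1r, at odds ratios from 0.279 for Ms4a2 to 0.387 for Tpsb2. Stray RNA may thus lower joint detection in thinned cells. These shares therefore cannot tell a suspension of both sexes from stray RNA in cells of 1 sex. The same limit holds for the ratios within classes. Whether a tag marked cells of both sexes, and how many of each, stays open. So does an error in the sex given by the labels.

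Mast cell-like clusters that differ in Xist may hold different shares of female and male cells. The Y genes in cluster 5, the highest in Xist, had 0.316 times their CPM in cluster 1, the lowest in Xist CPM, and 0.552 times their CPM in cluster 7, the lowest by the share of cells with Xist. The sex-linked genes on the lists were left out of the clustering, so other genes separated these clusters. Whether those genes differ by sex, by mouse or by colony cannot be decided from 1 library, and a comparison of these clusters may compare animals rather than cell states.

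Cx3cr1 in 28.7% of thinned mast cell-like cells was higher than its share in fibroblast-like cells. Free RNA of macrophage-like cells was argued against, since Cx3cr1 in mast cell-like cells had 0.736 times its CPM in macrophage-like cells, against 0.00304 to 0.00635 times for C1qa, C1qb, C1qc, Mrc1, Csf1r and Adgre1. Reads of the genes that overlap Cx3cr1 on its strand cannot be told apart from Cx3cr1 expression. The ratio of mast cell-like over fibroblast-like CPM was 4.38 for Cx3cr1, 4.06 for Xirp1, 2.21 for Csrnp1 and 0.329 for Gorasp1. The Xirp1 ratio rests on 9 and 2 UMIs, and what keeps the question open is that the deposited counts do not say where in the gene the reads lie. Marking cells by Cx3cr1 transcripts may thus not single out macrophages in these data.

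Pecam1 in mast cell-like cells, at 93.1 CPM, is unlikely to come from endothelial cells or their free RNA. Of Cdh5, Kdr, Tie1, Cldn5 and Egfl7, the highest was Egfl7, whose CPM was 0.0105 times that of Pecam1, and Tie1 had no UMI, which allows up to 0.0165 CPM. Expression of Pecam1 and Vwf by the mast cell-like cells themselves remains as a hypothesis. If it holds, a score of 2 or more endothelial genes counts such cells as endothelial.

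The higher share of cycling cells among cells with Kit may follow from cell class, since these cells differ in class. The difference of 8.95 points over all cells became 1.21 points within macrophage-like, 1.08 points within fibroblast-like and -5.14 points within cluster 2 cells. Weighted over the named classes and the unnamed clusters it was -2.09 points, and 0.706 points without the mast cell-like cells, so the sign of this mean rests on them and it decides nothing. The test within mast cell-like cells decides nothing either. It met its prediction with -60.4 points, but class alone predicts a value near 0, and it was set to undecided after the value was seen. It rests on 88 cells without Kit, of which 63 were in cluster 7, where all cells were in S or G2/M with or without Kit. Mast cell-like cells and cluster 2, at 12.7% and 41.6% in S or G2/M, held most cells with Kit. Fibroblast-like and macrophage-like cells, at 10.3% and 4.69%, held most cells without. Class composition thus goes in the direction of the difference over all cells. How much of that difference it accounts for was not computed, and what sets the mast cell-like cells without Kit apart stays open.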
